A study of Mus musculus with 3 samples. Its data were reported in "Novel integrated multiomics analysis reveals a key role for integrin beta-like 1 in wound scarring" (2024).

How the data were processed

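Spatial gene expression was measured on the Visium platform, in which a tissue section lies on a slide of spots that each carry a positional barcode and capture polyadenylated RNA, so that every captured molecule is assigned to a spot and counted by its unique molecular identifier (UMI). Fresh frozen skin wound tissue of C57BL/6J mice was sectioned on Day 3, Day 7 and Day 14 after injury, with 1 section per day. The authors converted the sequencing reads to UMI counts per gene and spot with Space Ranger, and the deposited counts are raw, with no normalization. The genome build and annotation behind the counts are not given in the sources used here. The deposited matrices hold 32285 genes and all 4992 spots of each slide, and the deposited position lists mark which spots lie under tissue. The paper's appendix describes its spots as selected to show a region of interest, so unmarked spots need not be free of tissue. All comparisons used the marked spots only, unless stated otherwise.

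Groups were taken from the day given for each sample. Because each day had 1 section, no test between days was made, and spots were never treated as replicates. UMIs of a gene were summed over the spots under tissue and divided by the UMIs of all genes, giving CPM (UMIs per 1000000 UMIs). Sums carry exact Poisson 95% intervals, shares carry exact binomial (Clopper-Pearson) 95% intervals, and ratios of sums carry exact conditional binomial 95% intervals. These intervals cover counting error only and hold no variation between animals, sections or slides. Where a gene had no UMI, the exact Poisson interval runs from 0 to its upper limit, and a ratio has only the bound nearer to no change. The sections held 1772259, 4442962 and 4611723 UMIs under tissue on Day 3, Day 7 and Day 14, so a value of the same CPM had the widest interval on Day 3.

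Shares of spots with a UMI were computed after thinning each spot to 1000 UMIs without replacement (seed 1), leaving out shallower spots. To define regions, the counts of each section were scaled to its median depth and log-transformed, the 2000 most variable genes with a UMI in at least 10 spots were reduced to 20 principal components, and k-means with 5 centres (20 starts, seed 0) was run within the section. The 26 genes of the candidate, cell marker and fibrosis lists were left out of this clustering. A region was named by a list of marker genes when at least 3 of its 10 leading genes by fold came from that list and no other list had more. Leading genes needed at least 100 UMIs in the section. The 9 marker lists, of 10 genes each, covered muscle, epidermis, sebaceous gland and hair, neutrophils, macrophages, matrix-producing fibroblasts, granulation tissue, endothelium and fat. Pearson correlations across spots and Moran's I over adjacent spots, a measure of spatial clustering, used log1p of UMIs per 10000 and were placed among the 200 genes closest in mean expression.

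The rule for naming genes was fixed before the data were examined. It took the 26 listed genes, the 5 genes with the highest and the 5 with the lowest ratio between each pair of days, ranked by the interval bound nearer to no change among genes with at least 50 UMIs over the 2 sections, and the first 3 leading genes of each region, of which some are not reported here. In each section the region with the highest CPM of the granulation list was compared with the rest of the section. That choice, and the definition of muscle-rich regions as those with at least 2 times the muscle-list CPM of their section, were made after the data were seen.

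Alternatives were the mean of spot CPM, another denominator, TMM factors from edgeR 4.0.16, size factors from DESeq2 1.42.0, spots with at least 500 UMIs, background subtraction, other thinning depths, other gene minimums, 4 or 6 regions, Ward clustering, rank correlation and list-based ratios. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and pandas 2.3.3, matplotlib 3.10.9 for the figures, and R 4.3.3. The ratio intervals were tested on simulated counts in which 200 genes were changed by known folds. For Day 7 over Day 3, with 10485 genes counted, the interval held the true ratio for 96.0% of unchanged and 96.1% of changed genes. For spots simulated from the region profiles over all 32285 genes, the clustering recovered the regions with an adjusted Rand index of 0.985 on Day 3, 0.99 on Day 7 and 1 on Day 14. Both simulations held counting error only, and each simulated spot followed the mean profile of its own region. They check the calculations and cannot show that the regions are distinct in the tissue.

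Gene positions were taken by gene identifier from the GENCODE M21 annotation of GRCm38, which held 32158 of the 32285 identifiers; they are positions in that annotation, since the build behind the counts is not given. The cell-type deconvolution and the wound-site annotation of the study were not used here, so no cell-type makeup is given. Spots are regions that can hold several cells, and no doublet caller was run.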

Results

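Spatial transcriptomes were obtained from 1 skin wound section on each of Day 3, Day 7 and Day 14 after injury. There were no replicate sections, so differences between days could not be set against variation between animals, and all intervals below cover counting error only. The Day 3 section had 664 spots under tissue, the Day 7 section 549 and the Day 14 section 697. The total under tissue was 1772259 UMIs on Day 3, 4442962 on Day 7 and 4611723 on Day 14. The median spot held 1513 UMIs and 769 genes on Day 3, 6687 UMIs and 2936 genes on Day 7, and 4827 UMIs and 2337 genes on Day 14. On Day 3, 144 spots had fewer than 500 UMIs, against 10 on Day 7 and 8 on Day 14. The Day 3 section was therefore the shallowest, and its values carry the widest intervals.

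The first question was how the 9 candidate inflammation-related genes of the study changed over healing. Among them, *Itgbl1*, which encodes integrin beta-like 1, was the gene that the study followed further. The gene (ENSMUSG00000032925) lies on the plus strand of chromosome 14 from 123659971 to 123975618 in the GRCm38 annotation and is protein coding. In the same annotation *Clec3b* lies on chromosome 9, *Ccl7* and *Ccl11* on chromosome 11, *C4b*, *Pi16* and *C3* on chromosome 17, *Saa3* on chromosome 7 and *Lrrc17* on chromosome 5, each as a protein-coding gene. *Itgbl1* was measured at 73.4 CPM on Day 3 (95% interval 61.3 to 87.1), 124 CPM on Day 7 (114 to 135) and 57.7 CPM on Day 14 (51.0 to 65.0). The log2 ratio of Day 7 over Day 3 was 0.76 (0.48 to 1.04), and that of Day 14 over Day 7 was -1.10 (-1.32 to -0.89). Day 14 lay below Day 3 with a log2 ratio of -0.35 (-0.65 to -0.03). The alternative that moved these ratios most was the mean of spot CPM, under which the Day 14 over Day 3 ratio became 0.15, so the order of those 2 days depended on how spots were weighted. *Lrrc17* showed the same order of days, with 47.4 CPM on Day 3, 132 CPM on Day 7 and 16.9 CPM on Day 14.

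**Figure D1:**
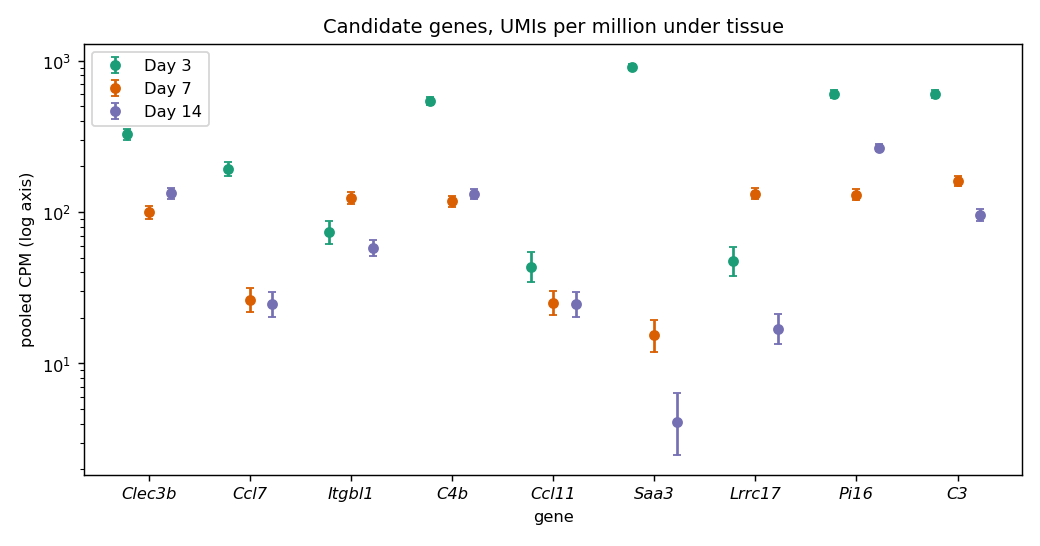
Pooled CPM (log axis) of the 9 candidate genes on the horizontal axis, with 1 point per section coloured by day and bars for the exact Poisson 95% interval. *Itgbl1* and *Lrrc17* have their highest point on Day 7, and the other 7 genes on Day 3.

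The other 7 candidate genes were highest on Day 3. *Saa3* fell from 910 CPM on Day 3 (866 to 956) to 15.3 CPM on Day 7 (11.9 to 19.4) and 4.12 CPM on Day 14 (2.48 to 6.43). *Ccl7* was at 194 CPM on Day 3, 26.3 CPM on Day 7 and 24.7 CPM on Day 14, and the last 2 values were not distinguishable at this depth. *C3* fell on each day, from 598 to 160 and then 95.4 CPM. *C4b* measured 543 CPM on Day 3 and 118 and 132 CPM on Day 7 and Day 14. *Clec3b* and *Pi16* were lowest on Day 7, at 99.7 and 130 CPM, and higher again on Day 14, at 133 and 266 CPM. *Ccl11* was the least abundant on Day 3, at 43.5 CPM, and was at 25.2 and 24.7 CPM on the later days.

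Genes used by the study to mark cell types were compared next. *S100a9*, a neutrophil marker, was at 858 CPM on Day 3, 17.6 CPM on Day 7 and 15.8 CPM on Day 14. *Lyz2*, a macrophage marker, fell from 1489 CPM to 1076 and 382 CPM, and *Dcn*, a fibroblast marker, from 1125 CPM to 802 and 567 CPM. *Krt10*, an epithelial marker, was highest on Day 14, at 1378 CPM, against 583 CPM on Day 3 and 447 CPM on Day 7. *Cd3g* was measured by 7 UMIs on Day 3, 36 on Day 7 and 86 on Day 14. *Pecam1* fell from 125 CPM on Day 3 to 95.7 and 43.8 CPM, whereas *Rgs5* was highest on Day 7, at 207 CPM. *Bmp4* was highest on Day 14, at 26.5 CPM. Under the mean of spot CPM, the Day 7 over Day 3 ratio of *Krt10* and of *Pecam1* changed direction.

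The study addressed the ratio of macrophages to fibroblasts by deconvolution, for which only a marker ratio is given here. *Lyz2* per *Dcn* UMI was 1.32 on Day 3 (1.25 to 1.40), 1.34 on Day 7 (1.28 to 1.40) and 0.674 on Day 14 (0.634 to 0.716). The Day 3 and Day 7 values differed by less than counting error. With the macrophage list over the matrix fibroblast list the ratio was 0.145 on Day 3, 0.0591 on Day 7 and 0.0615 on Day 14, so the 2 measures did not rank the days alike.

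Genes of fibrosis and of TGFβ1 and IL1β signaling were highest on Day 7 or on Day 3. *Postn* rose from 240 CPM on Day 3 to 3692 CPM on Day 7 and was at 550 CPM on Day 14. *Acta2* was at 93.1, 474 and 174 CPM, and *Tagln* at 30.5, 136 and 62.2 CPM, on Day 3, Day 7 and Day 14. *Col1a1* was at 22693 CPM on Day 3, 30561 CPM on Day 7 and 17471 CPM on Day 14. *Col3a1* and *Fn1* were also highest on Day 7, at 13815 and 1029 CPM. *Il1b* was at 264 CPM on Day 3 and was measured by 14 UMIs on Day 7 and 21 on Day 14. *Spp1* and *Tgfb1* were highest on Day 3, at 457 and 82.9 CPM. The Day 14 over Day 3 ratios of *Col1a1* and *Col3a1* were below 0 by pooled CPM and above 0 by the mean of spot CPM. Over all counted genes the median log2 ratio was 0.04 for Day 7 over Day 3, 0.18 for Day 14 over Day 3 and 0.12 for Day 14 over Day 7, so ratios against Day 14 are to be read relative to that shift.

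Over all genes, the 5 with the highest ratio of Day 7 over Day 3 were *Prss35*, *Ucp1*, *Actc1*, *Tnn* and *Sorcs2*, and the 5 with the lowest were *Cxcl2*, *Myl2*, *Myh7*, *Trem1* and *Il1b*. *Prss35* had 1193 UMIs on Day 7 and 2 on Day 3, and *Cxcl2* had 1 UMI on Day 7 and 1170 on Day 3. For Day 14 over Day 3 the highest were *Krt71*, *Krt25*, *Krt27*, *Prr9* and *Tchh*, and the lowest were *Cxcl2*, *Krt6b*, *Cxcl5*, *Saa3* and *Cxcl3*. For Day 14 over Day 7 the highest were *Krt71*, *Krt25*, *Krt27*, *Prr9* and *S100a3*, and the lowest were *Ucp1*, *Sprr2d*, *Krt6b*, *Sprr2h* and *Mest*. *Krt71* had 6874 UMIs on Day 14, 1 on Day 7 and 0 on Day 3. Keratins and *Sprr2* genes belong to families of similar sequence, and reads that such copies share could make their values uncertain, which was not tested.

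The share of spots with an *Itgbl1* UMI was compared after thinning to 1000 UMIs. It was 4.93% of 426 spots on Day 3 (3.08% to 7.44%), 11.0% of 525 spots on Day 7 (8.50% to 14.0%) and 4.27% of 679 spots on Day 14 (2.88% to 6.08%). Thinning left out 238 spots on Day 3, 24 on Day 7 and 18 on Day 14. Without thinning the shares were 12.2%, 47.4% and 26.8%. In the muscle-rich regions, with median depths of 1608, 2228 and 2840 UMIs against 1513, 6687 and 4827 UMIs in the whole sections, the thinned share was 3.01% on Day 3 (0.825% to 7.52%), 5.13% on Day 7 (1.42% to 12.6%) and 2 of 154 spots on Day 14 (0.158% to 4.61%). In CPM, *Itgbl1* was lower in the muscle-rich regions than elsewhere in the section on each day, with a log2 ratio of -1.58 on Day 3 (-2.75 to -0.61), -1.26 on Day 7 (-2.27 to -0.41) and -0.82 on Day 14 (-1.65 to -0.10).

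Clustering within each section gave 5 regions per day. By the rule fixed before, 1 region was led by a marker list, Day 3 region 3, by the sebaceous gland and hair list. The remaining regions are given by number. On Day 3 the leading genes reported were *Tnnt1*, *Trim54* and *Myl2* in region 1, *Pi16* and *Gda* in region 2, *Aldh3a1*, *Cidea* and *Defb8* in region 3, *Fdx2*, *Lars2* and *Hba-a1* in region 4 and *Cxcl5*, *Timp1* and *Hmox1* in region 5. On Day 7 they were *Serpina3b*, *Serpinb5* and *Serpina3j* in region 1, *Isg15*, *Cmtm7* and *Rpl35* in region 2, *Trdn*, *Myh1* and *Myh2* in region 3, *Prkag3* and *Trdn* in region 4 and *Cnfn*, *Flg* and *Spns2* in region 5. On Day 14 they were *Mmp14* and *Ccn3* in region 1, *Gm11563*, *Fbp1* and *Tchhl1* in region 2, *Trdn*, *Hba-a1* and *Hbb-bt* in region 3, *Stfa3*, *Cstdc5* and *Gm94* in region 4 and *Lce1g*, *Flg* and *Lce1f* in region 5. Day 3 region 4, Day 7 regions 3 and 5 and Day 14 region 5 had median depths of 40, 2228, 226 and 971.5 UMIs, the lowest relative to their sections.

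**Figure D2:**
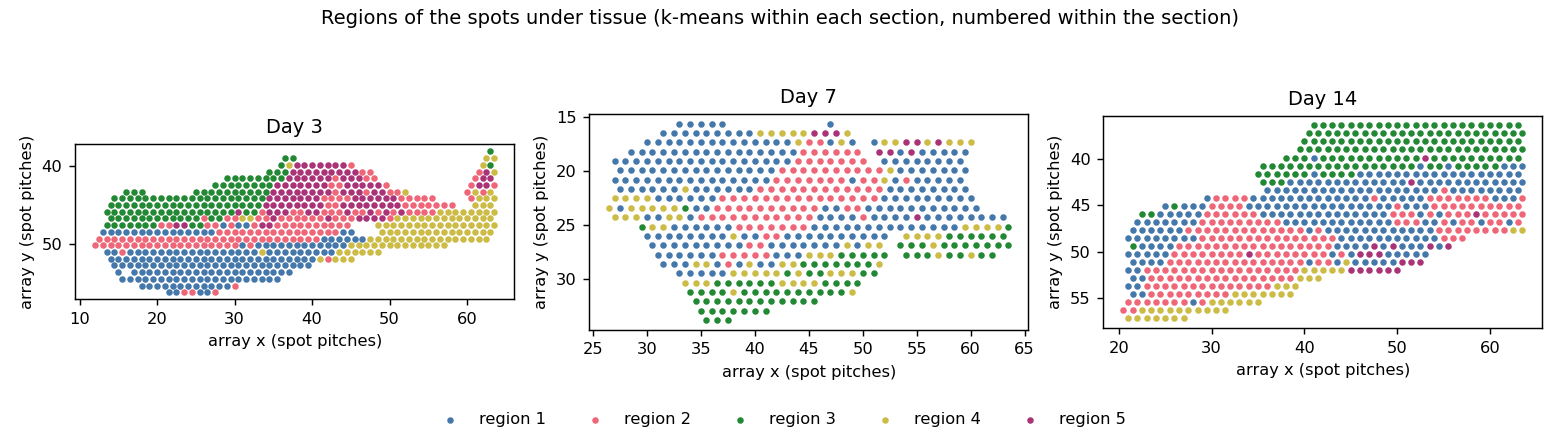
Spots under tissue of each section at their array position in spot pitches, coloured by region number within the section. Day 3 region 5, Day 7 region 2 and Day 14 region 1, which had the highest granulation-list CPM of their sections, have 95 of 104, 102 of 103 and 192 of 250 spots in their largest connected area.

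The regions with the highest granulation-list CPM were region 5 on Day 3, region 2 on Day 7 and region 1 on Day 14. In Day 3 region 5, *Itgbl1* was at 28.2 CPM (15.0 to 48.2) against 89.2 CPM elsewhere in the section, a log2 ratio of -1.66 (-2.61 to -0.83). Day 7 region 2 had 164 CPM (145 to 185) against 100.1 CPM elsewhere, a log2 ratio of 0.71 (0.46 to 0.96). Day 14 region 1 had 88.8 CPM (72.7 to 107) against 46.8 CPM elsewhere, a log2 ratio of 0.92 (0.55 to 1.29). On Day 3 the highest *Itgbl1* value was in region 3, at 124 CPM (100.3 to 151). Region 3 also had the highest matrix fibroblast list level of that section, at 44714 CPM. The contrast of Day 3 region 5 rests on 13 UMIs in region 5, and with 4 regions it was -0.47 (-1.33 to 0.29).

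**Figure D3:**
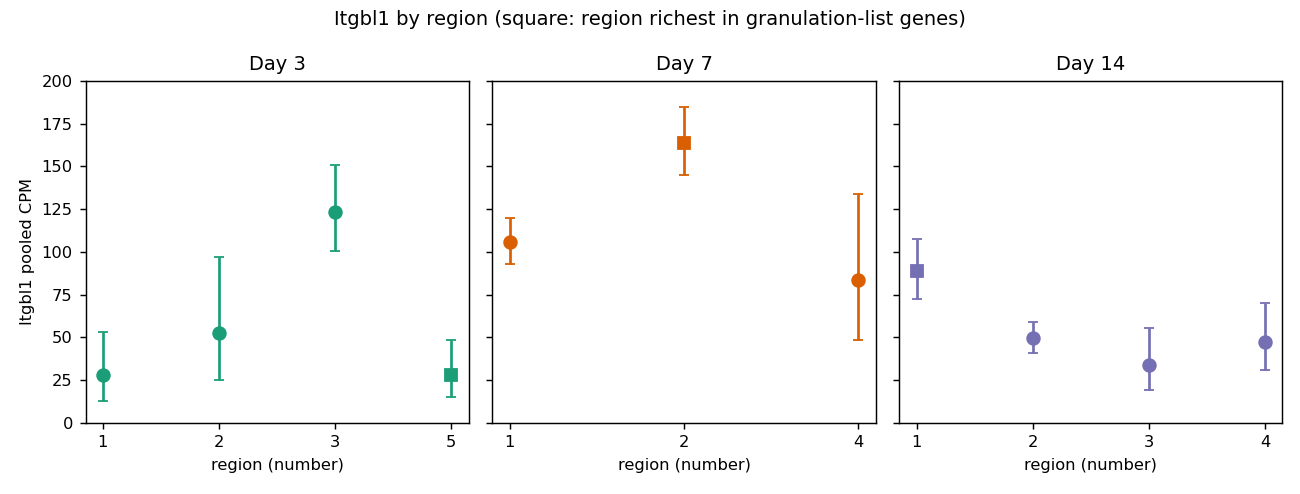
Pooled *Itgbl1* CPM in each region with exact Poisson 95% intervals, by section, leaving out regions whose median depth is far below that of the section. Squares mark the region with the highest granulation-list CPM, at 28.2 CPM on Day 3, 164 CPM on Day 7 and 88.8 CPM on Day 14.

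Co-localisation of *Itgbl1* with 9 partner genes was described by the correlation across spots of a section, where spots are not independent replicates. With *Col1a1*, Pearson's r was 0.248 on Day 3, 0.309 on Day 7 and 0.199 on Day 14, at the 99.5th, 90.5th and 96.5th percentile of genes of similar expression. With *Postn* it was 0.204, 0.321 and 0.167, and with *Lyz2* 0.225, 0.251 and 0.190. With *Acta2* it was 0.221 on Day 3, 0.188 on Day 7 and 0.139 on Day 14. After thinning, r with *Col1a1* was 0.0866 on Day 3, 0.105 on Day 7 and 0.101 on Day 14. The 5 remaining partners were *Tagln*, *Dcn*, *Il1b*, *Tgfb1* and *Spp1*, for which r lay between 0.000293 and 0.219 over the 3 sections.

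Moran's I of *Itgbl1* was 0.185 on Day 3, 0.164 on Day 7 and 0.0831 on Day 14, at the 95th, 92.5th and 86th percentile of genes of similar expression. After thinning it was -0.0143 on Day 3, 0.000845 on Day 7 and 0.0200 on Day 14, so no spatial clustering of *Itgbl1* was detectable at that depth. The most clustered candidate gene was *Saa3* on Day 3, at 0.622, the 100th percentile. *Lrrc17* and *Clec3b* on Day 7 had values of 0.243 and 0.230, at the 99.5th and 100th percentile.

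Spots outside the marked tissue also held UMIs. Of the UMIs on the slide, 51.0% lay in the marked spots on Day 3, 40.8% on Day 7 and 49.4% on Day 14. The rest need not lie off tissue, since the paper describes its spots as selected for a region of interest. The median spot outside held 91 UMIs on Day 3, 453 on Day 7 and 350 on Day 14. Muscle-list CPM outside was 2.12, 2.24 and 2.15 times that under tissue on the 3 days. On Day 3, *S100a9* had 3626 UMIs outside and 1521 under tissue, and *Il1b* had 1324 outside and 468 under tissue.

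**Figure D4:**
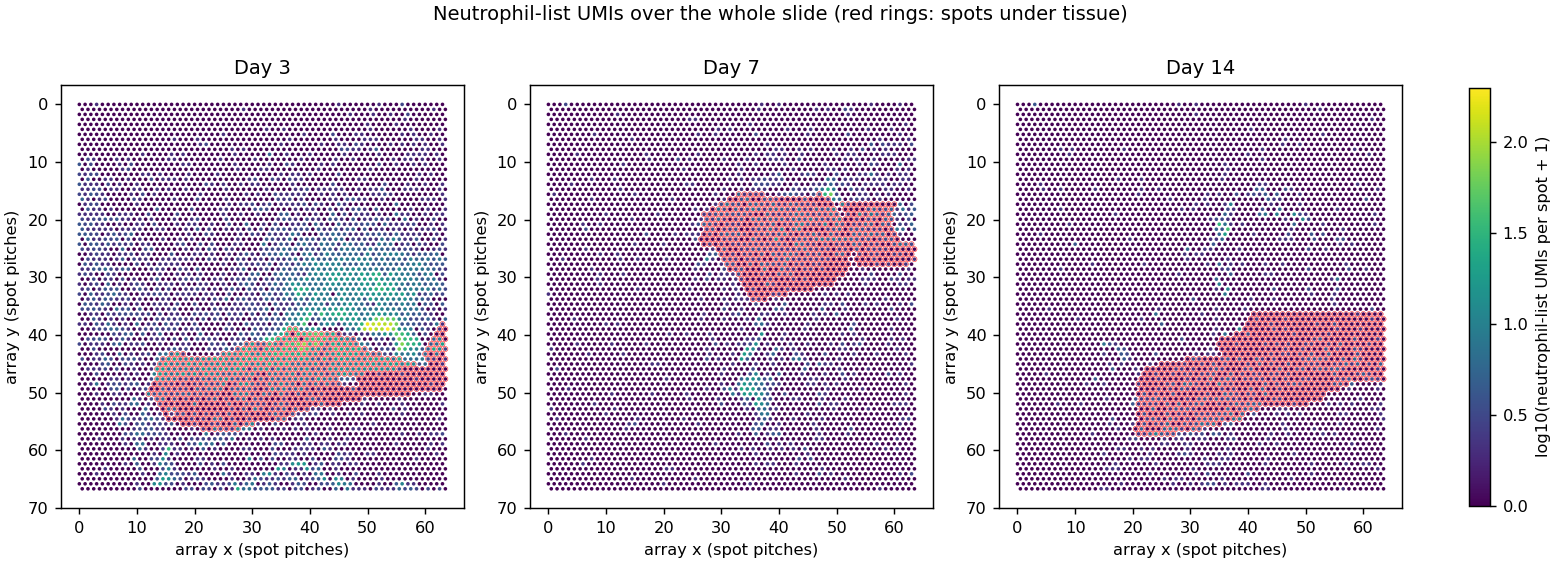
Neutrophil-list UMIs per spot, as log10 of UMIs plus 1, over all spots of each slide at their array position in spot pitches, with red rings on the spots under tissue. On Day 3 the richest outside spot, with 193 UMIs, lies 4.58 spot pitches from the nearest marked spot, and the richest marked spot has 82 UMIs.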

Values the study reported

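The study reported under-tissue spots numbering as many as 697 in a section. The highest median it gave for genes detected in a spot was 2936.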

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

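The tests of spots outside the marked tissue and of the Day 7 and Day 14 regions, and the counts over single genes of the matrix list, were chosen, or their margin set, after the results were seen. The tests of the Day 3 region by matrix RNA and by depth were written down first.

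Much of the RNA on each slide lay in spots outside the marked tissue, which the pooled CPM of days and regions leaves out, 49.0% of UMIs on Day 3, 59.2% on Day 7 and 50.6% on Day 14. Free RNA spreading from the marked tissue was tested by asking whether any outside spot exceeded the upper counting limit of the richest marked spot in muscle-list UMIs. On Day 3 there were 20 such spots, up to 1752 UMIs against 842 in the richest marked spot, and on Day 7 there were 22, up to 3232 against 1788. On Day 14 there were 2, and the richest, at 1830 UMIs against 1555, lay 29.8 spot pitches from the nearest marked spot. Because that margin is under 1.5 times, distant spots were also set against the outside spots within 1.5 pitches of the marked tissue, the richest of which held 1202 UMIs on Day 14. Of the spots at 10 pitches or more, 21 exceeded its upper counting limit, up to 1.5 times its value. These values argue against spread from the marked tissue as the whole source on each day. The paper's appendix describes its spots as selected to show a region of interest. Tissue left out of the marked area is therefore a plausible source, though it was not tested. Spread of part of these UMIs stays open, and no biological explanation was tested.

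On Day 3 the CPM of *S100a9* outside was 2.48 times (2.34 to 2.64) and that of *Il1b* 2.94 times (2.65 to 3.28) that under tissue. The neutrophil list, which does not hold these genes, was 2.29 times higher outside. In that list 10 outside spots exceeded the upper limit of the richest marked spot, by up to 193 against 82 UMIs, so free RNA from the marked tissue is argued against as the whole source. Tissue outside the selected region of interest is a plausible source here too, and was not tested. The Day 3 values of *S100a9* and *Il1b* in the marked spots leave out most of their UMIs on the slide.

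On Day 14 the CPM of *S100a9* outside was 5.28 times (4.10 to 6.87) that under tissue, with 394 UMIs outside and 73 under tissue. In *S100a9* UMIs 4 outside spots exceeded the upper limit of the richest marked spot, the richest with 37 against 4, which argues against spread from the marked tissue. Neutrophils may be the source, but the neutrophil list was only 1.42 times higher outside. Among its genes, of which the following were singled out after their values were seen, *S100a8* had 283 UMIs outside and 79 under tissue and *Retnlg* 15 and 9. *G0s2* had 186 and 110. By contrast *Il1r2* had 110 and 175, *Slpi* 7 and 10, *Clec4d* 3 and 13 and *Csf3r* 14 and 27. Neutrophils and other sources of *S100a9* cannot be told apart, since genes of the list went both ways and how much of each came from neutrophils on Day 14 is not known.

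The contrast between the granulation-richest region and the rest of its section went opposite ways between days, with intervals that excluded 0 on both sides, for 5 candidate genes, and the difference between days was not tested. *Saa3* and *Ccl11* also changed sign between days, but their values below 0 had intervals that held 0. For *Itgbl1* the log2 ratio was -1.66 on Day 3, 0.71 on Day 7 and 0.92 on Day 14. For *Clec3b* it was -1.80, -0.31 and 1.31, for *C4b* -1.77, -0.33 and 0.46, and for *Pi16* -0.28, -1.27 and 1.36. For *C3* it was -1.02 on Day 7 and 0.33 on Day 14. The Day 3 values depended on the clustering. With 4 regions the Day 3 interval of *Itgbl1* held 0, and *Clec3b*, *C4b* and *Pi16* changed direction on that day. *Itgbl1* stayed below 0 on Day 3 under every alternative clustering, and with 6 regions all 27 contrasts of the candidate genes lay within their intervals. Its direction on Day 3 thus held, but whether its interval excluded 0 depended on the clustering. Matrix RNA content was tested for *Itgbl1*. Per UMI of the matrix fibroblast list, the Day 7 log2 ratio was 0.12 (-0.13 to 0.36) and the Day 14 ratio -0.06 (-0.43 to 0.30), and the intervals held 0 for 7 of the 10 list genes taken singly on Day 7 and for all 10 on Day 14, so a higher matrix RNA content of those regions may account for the higher *Itgbl1* there. On Day 3 the ratio stayed at -1.02 (-1.97 to -0.19), below 0 beyond the interval for 7 of the 10 genes and above 0 for none, which argues against matrix content as the whole cause of the lower value. Depth remained open for Day 3, since the thinned share of spots with an *Itgbl1* UMI was 2.94% of 102 spots in the region (0.611% to 8.36%) and 5.56% of 324 spots elsewhere (3.33% to 8.64%), and depth and region cannot be told apart with 3 spots. On Day 7 the shares were 15.5% of 103 spots (9.15% to 24.0%) and 9.95% of 422 (7.27% to 13.2%). On Day 14 they were 6.40% of 250 (3.70% to 10.2%) and 3.03% of 429 (1.62% to 5.13%). The intervals overlapped on both days, so thinned shares did not settle depth there either. Regions on different days are separate clusterings, and a change in the tissue over healing stays open and untested.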

How the results depend on the processing

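Alternatives without muscle-rich regions and with background from 20 pitches were chosen after the data were seen. Those that leave out regions led by the muscle list were not run, because no region was led by that list under any clustering, and the alternatives without muscle-rich regions were made in their place. No paired analysis was possible because the results come from no test and each day has 1 section.

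For the log2 ratios of the 26 listed genes between days, 495 of 624 alternative values lay within the counting interval, 124 moved outside it, and 5 whose interval excluded 0 changed direction, all 5 under the mean of spot CPM. A further 3 values, of ratios whose interval held 0, changed sign and are not counted among those 5. The 5 were *Itgbl1* at 0.15, *Col1a1* at 0.11 and *Col3a1* at 0.17 for Day 14 over Day 3, and *Krt10* at 0.21 and *Pecam1* at 0.0206 for Day 7 over Day 3. The same alternative gave -0.89 for *Itgbl1* on Day 14 over Day 7. It weighs shallow spots like deep ones, and Day 3 has 144 spots under 500 UMIs. Keeping only spots with at least 500 UMIs moved none of the 78 ratios outside their interval. That alternative used pooled CPM, in which shallow spots weigh little, so it cannot show whether they caused the changes in direction. The cause was not tested. *Itgbl1* was higher on Day 7 than on Day 3 under all 8 alternatives, from 0.61 to 1.04. Those with background subtraction took it from unmarked spots, which may hold tissue. On Day 7 muscle-list CPM at 20 pitches or more was 180509, against 57471 in the marked spots. These alternatives are therefore weak checks.

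With at least 500 UMIs over the 2 sections, 5 of the 10 genes with the largest change remained for Day 7 over Day 3 and 6 of 10 for Day 14 over Day 7, since the higher minimum removes genes. The share of spots with an *Itgbl1* UMI moved with the depth it was taken at, which its construction implies. Without thinning it was 12.2%, 47.4% and 26.8% on Day 3, Day 7 and Day 14, and at 2000 UMIs 9.30%, 17.2% and 9.92%. At 500 UMIs it was 2.88% on Day 3 and 5.38% on Day 7. Day 7 was highest at each depth.

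The macrophage to fibroblast ratio by lists was 0.145, 0.0591 and 0.0615 on the 3 days, a measure on another scale in which Day 7 lies below Day 3. Without muscle-rich regions the *Lyz2* to *Dcn* ratio on Day 14 was 0.718. The cause was not tested.

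For the granulation-richest region, 85 of 108 alternative values of the candidate genes lay within the counting interval. With 4 regions on Day 3, *Itgbl1* was at -0.47, and *Clec3b* at 1.09, *C4b* at 0.18 and *Pi16* at 3.52 changed direction. With Ward clustering *Saa3* on Day 3 changed direction, to -0.42. These 4 had an interval that excluded 0, and 3 further values of contrasts whose interval held 0 changed sign. With spots of at least 500 UMIs, *Itgbl1* on Day 14 was at 1.34. With 6 regions all 27 contrasts lay within their intervals. The contrasts of Day 3 thus depended on the clustering in part, and the cause was not tested.

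Thinning to 1000 UMIs lowered the correlations of *Itgbl1* with *Col1a1* to 0.0866 on Day 3 and 0.105 on Day 7, and changed the direction of r with *Postn* on Day 3 to -0.00409, with *Il1b* on Day 7 to -0.0154 and with *Acta2* on Day 14 to -0.0302. These 3 were above 0.1 without thinning, and over all alternatives 9 further values of r changed sign from 0.1 or less. Moran's I of *Itgbl1* became -0.0143 on Day 3 and 0.000845 on Day 7. Thinning leaves *Itgbl1* UMIs in few spots, so depth limits what these measures can show, and whether depth also made part of the unthinned values was not tested.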

Other observations

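The tests reported here were chosen after the results were seen.

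*Itgbl1* had its highest pooled CPM on Day 7. Depth was weighed by thinning. The thinned share of spots was 11.0% on Day 7, above the intervals of both other days, so Day 7 was also highest at equal depth per spot. Pooled CPM is already scaled to total UMIs, so this is no independent test of depth. It also left out 238 spots on Day 3. Per UMI of the matrix fibroblast list, the log2 ratio of Day 7 over Day 3 was 0.23 (-0.05 to 0.52) and that of Day 7 over Day 14 was 0.07 (-0.14 to 0.29). The genes of the list went both ways, however. Taken singly, the interval of the Day 7 over Day 3 ratio lay below 0 for 5 of the 10 genes and above 0 for 3, with ratios from -1.57 to 0.96. The interval of the Day 7 over Day 14 ratio lay below 0 for 6 of the 10 genes and above 0 for 3, with ratios from -1.06 to 0.47. A higher matrix RNA content of the Day 7 section and other causes of the peak thus cannot be told apart, because the result depends on the reference gene. Per UMI of *Dcn*, which is not in the list, the ratio of Day 7 over Day 3 was 1.24 (0.96 to 1.53), where *Dcn* itself fell from Day 3 to Day 7. *Dcn* was higher on Day 7 than on Day 14, and per *Dcn* UMI the ratio of Day 7 over Day 14 was 0.60 (0.39 to 0.82), which argues against *Dcn* RNA content as the whole cause of the difference between these 2 days. Time after injury stays open, since each day has 1 section.

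The marker lists differed between the sections as follows. Muscle was at 43386, 57471 and 66337 CPM on Day 3, Day 7 and Day 14, epidermis at 10066, 5252 and 13745 CPM, and sebaceous gland and hair at 8171, 4058 and 7454 CPM. Neutrophil genes were at 2197, 149 and 93.5 CPM, and macrophage genes at 4069, 2397 and 1219 CPM. The matrix fibroblast list was at 28169, 40564 and 19832 CPM and the granulation list at 1624, 4247 and 1170 CPM. Endothelial genes were at 646, 730 and 251 CPM, and fat genes at 5511, 6949 and 1419 CPM. These are levels in what each section covered, which differed in muscle and hair.

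Day 3 region 4 held 108 spots with a median of 40 UMIs. *Itgbl1* had 0 UMIs there among 5970.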
